A study of Mus musculus with 12 samples. Its data were reported in "The role of retinoic acid in hepatic lipid homeostasis defined by genomic binding and transcriptome profiling" (2013).

How the data were processed

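Liver RNA of 12 mice was measured on Affymetrix mouse genome arrays, 1 array per mouse. The mice were wild type or lacked the retinoid X receptor alpha (RXRα) in hepatocytes, and ate a normal diet or a diet with 150 mg/kg of all-trans retinoic acid (RA) for 7 days. This gave 4 groups of 3 arrays: WT, WT_RA, KO and KO_RA. Groups and replicate numbers were taken from the titles, which call the samples biological replicates.

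The authors deposited 1 value per probe set and array on the log2 scale. The submitters' processing notes name RMA (background correction, quantile normalization and median polish) and Partek 6.11, while the paper's methods name MAS5 and a detection filter for the study's own analysis. The deposited values fit log2 RMA: array medians lay between 6.26 and 6.35, minima between 2.85 and 2.91 and maxima between 14.1 and 14.4. Scanner files were not used here, so the background correction was not repeated. For arrays, their number limits the precision of each value.

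The table held 22690 probe sets, of which 64 were controls. A gene symbol of its own belonged to 20380 probe sets, several symbols to 691 and none to 1555 in the platform annotation used here. Symbols were checked through the gene identifier for 20351 probe sets, and 0 differed. Each gene was represented by its probe set with the highest mean over the 12 arrays, which left 12393 genes, 4956 of them with more than 1 probe set. No filter on dim probe sets was applied. Probe sets with several or no symbols were left out of the gene table and tested apart.

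A linear model with 1 coefficient per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes, two-sided), so that the groups shared 1 estimate of the spread with 8 residual degrees of freedom. The 5 contrasts were RA in wild type mice, RXRα deficiency on the normal diet, RA in KO mice, RXRα deficiency under RA, and the difference between the RA effects of the genotypes. Adjusted p-values are limma's, with Benjamini-Hochberg adjustment over all genes within a contrast, and a gene was called at an adjusted p under 0.05. Errors are standard errors (SE) of that model with n = 3 arrays per group. The study names no model, so limma was chosen as the standard for small groups.

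Before the data were examined, the tests, the alternatives, 48 gene lists and the rule for the genes named were fixed. The lists comprised 19 of lipid metabolism, 15 of other pathways and 14 of cell type markers, with 739 distinct measured genes. The union of the lipid lists held 343 measured genes. Lists were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the lists of a contrast, and again with an estimated correlation and with fry. Camera sets a list against the other genes, whereas fry tests whether its members move one way. The genes named are up to 12 with the largest rise and up to 12 with the largest fall among called genes without overlap between groups, up to 4 called members of each list, nuclear receptor and retinoid genes set in advance, and genes that the study's text singles out. The text names a part of these, not in order of size, and leaves out some of the largest changes. Left out are Sult1e1, which rose by 3.77 in KO mice on the normal diet from a level near the floor (4.36 in WT). Also left out is Alas2, which fell by 3.68 in KO mice under RA, a call absent in 9 of 12 fits that left out 1 array.

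For the lipid genes, the effects of RA and of RXRα deficiency were compared across genes by Pearson's r and the covariance, beside 1000 simulated sets of unchanged groups that shared the same WT arrays. Principal components of the lipid genes, scaled to mean 0 and SD 1, were tested by a permutation F test over the 4 groups with 100000 resamples, adjusted over 3 components. The gene calls, camera and the permutation F test were tested on simulated data, the gene calls with 200 of 12393 genes changed. For RA in wild type mice, 85.5% of genes changed by 1 on the log2 scale and 97% of genes changed by 2 were recovered. The recovered shares at these sizes were 88% and 100% for RXRα deficiency on the normal diet, 91.5% and 99.5% for RA in KO mice, and 90.5% and 99.5% for RXRα deficiency under RA. For the difference between genotypes the shares were 76% and 95%. Of the calls at these sizes, 5% and 3.96% were false for RA in wild type mice, 6.38% and 2.44% for RXRα deficiency on the normal diet, 5.18% and 4.33% for RA in KO mice, 8.12% and 5.24% for RXRα deficiency under RA, and 7.32% and 7.77% for the difference between genotypes, against the 5% aimed at. These shares describe the simulated data and not the arrays themselves, where leaving out 1 array gave 47 to 212 genes for RA in wild type mice. With independent unchanged genes camera made 6 calls in 4800 list tests. With the preset correlation its calls are too many where the genes of a list vary together.

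The alternatives were a replicate block, a further quantile normalization, centring of arrays, a filter on dim genes, 2 other treatments of multiple probe sets, an intensity trend, array quality weights, a fold threshold, a fit on the groups compared only, and leaving out each array in turn. An alternative without 2 arrays that stood apart, WT_RA 3 and KO 1, and a split of the WT arrays between the effects of RA and of deficiency were chosen after seeing the data.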

Results

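Expression was measured in 12 livers, 3 from each of 4 groups: wild type mice on the normal diet (WT) or on RA (WT_RA), and mice without hepatocyte RXRα on the normal diet (KO) or on RA (KO_RA). The arrays were on a common scale, with medians of 6.26 to 6.35 log2 units. Rank correlations between arrays of a group ranged from 0.976 to 0.994, and no pair of arrays was identical. WT_RA 3 and KO 1 stood apart: the control probe set at the 3' end of Actb read 9.40 on WT_RA 3 and 9.12 on KO 1, against 12.1 to 12.9 on the other arrays. Beyond this control, 192 probe sets deviated by more than 1 log2 unit on both arrays, against 44 for the next pair of arrays from different groups. The counts of genes, lipid genes and lists called are therefore also given without these arrays.

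**Figure D1:**
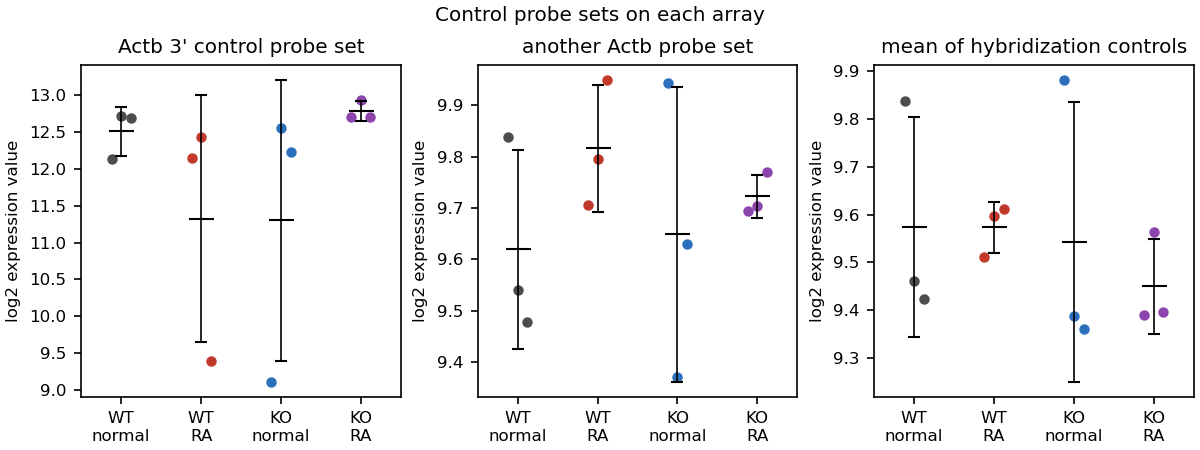
Control probe sets on each array, in log2 units: the Actb 3' control, another Actb probe set and the mean of the hybridization controls. The Actb 3' control lay at 9.40 on WT_RA 3 and 9.12 on KO 1, while the hybridization controls of these arrays lay at 9.61 and 9.88.

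The targeted gene, Rxra, which encodes RXRα, differed between KO and WT mice by -0.03 ± 0.18 (SE, n = 3, adjusted p = 0.949). A further Rxra probe set differed by -0.02. Under RA these probe sets read higher in KO_RA than in WT_RA, by 0.61 and 0.58, but did not pass. The limma adjusted p was 0.0911 for the gene, and 0.0903 for the further probe set, which is outside the gene table and was adjusted apart. The study's methods describe a deleted exon that encodes the DNA-binding domain, and a shortened protein that is still made. Where the probe sets lie relative to that exon is not given in the sources used here, so they check neither the deletion nor the labels.

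RA in wild type mice addressed which liver genes dietary RA changes when RXRα is present. Cyp26a1, the enzyme that clears RA, rose by 4.51 ± 0.18 on the log2 scale (SE, n = 3, adjusted p = 1.19e-07), a 22.8-fold rise. Among other targets of the retinoic acid receptors, Rarb rose by 1.42 ± 0.17 (adjusted p = 0.0026). Rarb read 4.85 in WT, just below the lower quartile of each array (4.87 to 5.02), so the size of its rise is uncertain. Trim24, a coregulator of these receptors, rose by 2.35 ± 0.21 (adjusted p = 0.000298). The iron-binding acute phase protein gene Lcn2 rose by 3.67 ± 0.49 (adjusted p = 0.00445). Elovl3, an elongase of very long fatty acids, fell by 4.05 ± 0.33 (adjusted p = 0.000219), and the water channel gene Aqp4 fell by 1.96 ± 0.24 (adjusted p = 0.00257). Aqp4 read 3.67 in WT_RA, also below these quartiles and near the floor, so the size of its fall is uncertain.

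Of 31 acute phase genes measured, 8 rose, 0 fell and 23 did not pass, among the risers Lcn2, Orm3 (1.94) and Orm2 (2.94 ± 0.49, adjusted p = 0.0154). The Orm2 call was absent without WT 1, WT 3, WT_RA 2 or WT_RA 3, with adjusted p up to 0.0654. The list was higher (median 0.549, camera adjusted p = 1.6e-20, adjusted p = 0.146 with an estimated correlation), 31 of 31 members had a positive change, and 19 passed when adjusted over the list alone. Markers of Kupffer cells and macrophages were higher with it (median 0.879, camera adjusted p = 9.53e-06, adjusted p = 0.593 with an estimated correlation), and 1 of the 15, Cd14, passed. The Cd14 call was absent without any of WT 1, WT 2, WT 3, WT_RA 2, WT_RA 3, KO 2, KO 3, KO_RA 1 or KO_RA 3, with adjusted p up to 0.167. Of 17 retinoic acid receptor targets, 3 rose, with a mean of 0.541 against a median of 0.05 (camera adjusted p = 0.00236, adjusted p = 0.146 with an estimated correlation). That median was 0.116 without WT 1, 0.022 without WT 2 and 0.124 without WT 3. Neutrophil markers were also called as higher, with a median of 0.05 and a mean of 0.75 (camera adjusted p = 0.0365, adjusted p = 0.665 with an estimated correlation), and 1 of 10 passed, Lcn2, which is on the acute phase list too. The neutrophil call was absent without WT 1 (adjusted p = 0.32), WT 2 (0.0777) or WT_RA 3 (0.255), and without WT_RA 3 the median was -0.037. Its median was 0.146 without WT 3, 0.141 without WT_RA 1 and 0.088 without WT_RA 2. Male-biased liver genes were lower (median -0.364, camera adjusted p = 3.15e-10, adjusted p = 0.146 with an estimated correlation). Of 21 measured, 3 fell and 12 passed adjusted over the list alone, the fallers including Elovl3 and the steroid dehydrogenase gene Hsd3b5 (-1.75, adjusted p = 0.0357). The Hsd3b5 call was absent without WT 1, WT 2, WT 3, WT_RA 2, WT_RA 3 or KO 3, with adjusted p up to 0.13.

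Of the 343 lipid genes, 3 rose and 9 fell under RA in wild type mice (12 in all, and 12 without WT_RA 3 and KO 1), and 27 passed when adjusted over the list alone. The 12 were not all the same genes. Hsd3b5, Hsd17b6, Me1, Abcb11 and Cyp4a12a were not called without WT_RA 3 and KO 1 (limma adjusted p from 0.0869 to 0.161). The fallers included Elovl3 and Cyp8b1 (-2.18), which encodes the sterol hydroxylase that directs bile acid synthesis to cholic acid, and the risers the phospholipid acyltransferase gene Lpgat1 (1.09). The Cyp8b1 call was absent without WT 1, WT 2, WT 3, WT_RA 2 or KO_RA 3, with adjusted p up to 0.117. Camera called 2 lipid lists here, triglyceride breakdown as lower (median -0.154) and phospholipid synthesis as higher (median 0.154). Neither was called with an estimated correlation. With 1 array left out, the first call was absent in 3 of 12 fits (adjusted p up to 0.364) and the second in 4 (up to 0.14). The first median was -0.06 without WT_RA 3, an array that stood apart, and the second was 0.094 without WT 1. The study describes RA as favouring both processes. None of the 19 cholesterol biosynthesis genes passed in limma, 14 had a positive change, and the list was not called (median 0.136, camera adjusted p = 0.227, fry adjusted p = 0.834). Its direction rests on WT 1: without that array the median was -0.097 and 13 of 19 genes had a negative change (camera adjusted p = 0.61). It was called as higher without WT 2 (adjusted p = 0.024), WT 3 (0.0212) or WT_RA 3 (0.014), and without both arrays that stood apart (0.0117), with medians of 0.286, 0.367, 0.295 and 0.295, and the median was 0.073 without WT_RA 1. Of the genes the study named as induced by RA on these samples, which are not independent evidence, none passed in limma. Their changes were 0.60 for Cyp2c37 (adjusted p = 0.38), 0.63 for Cbr1 (adjusted p = 0.118), 0.28 for Cyp2c54, 0.24 for Cyp2c50, 0.19 for Ptdss1, 0.12 for Cyp2c70, -0.02 for Cyp2j5 and -0.10 for Cyp2c38.

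In all, limma called 158 of 12393 genes under RA in wild type mice, 108 higher and 50 lower, and 1454 had an unadjusted p under 0.05. The 3 arrays of each group did not overlap in 16.6% of all genes, against 10% by chance. Camera called 13 lists, 9 higher and 4 lower, of which 0 were called with an estimated correlation (4 at an unadjusted p under 0.05) and 3 by fry. Without WT_RA 3 and KO 1 the call was 95 genes, 78 of them among the 158, and 13 lists. These lists were 12 higher and 1 lower, and 9 were called in both fits. The count was 63 without WT 2, 47 without WT 3, 56 without WT_RA 2 and 63 without WT_RA 3.

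**Figure D2:**
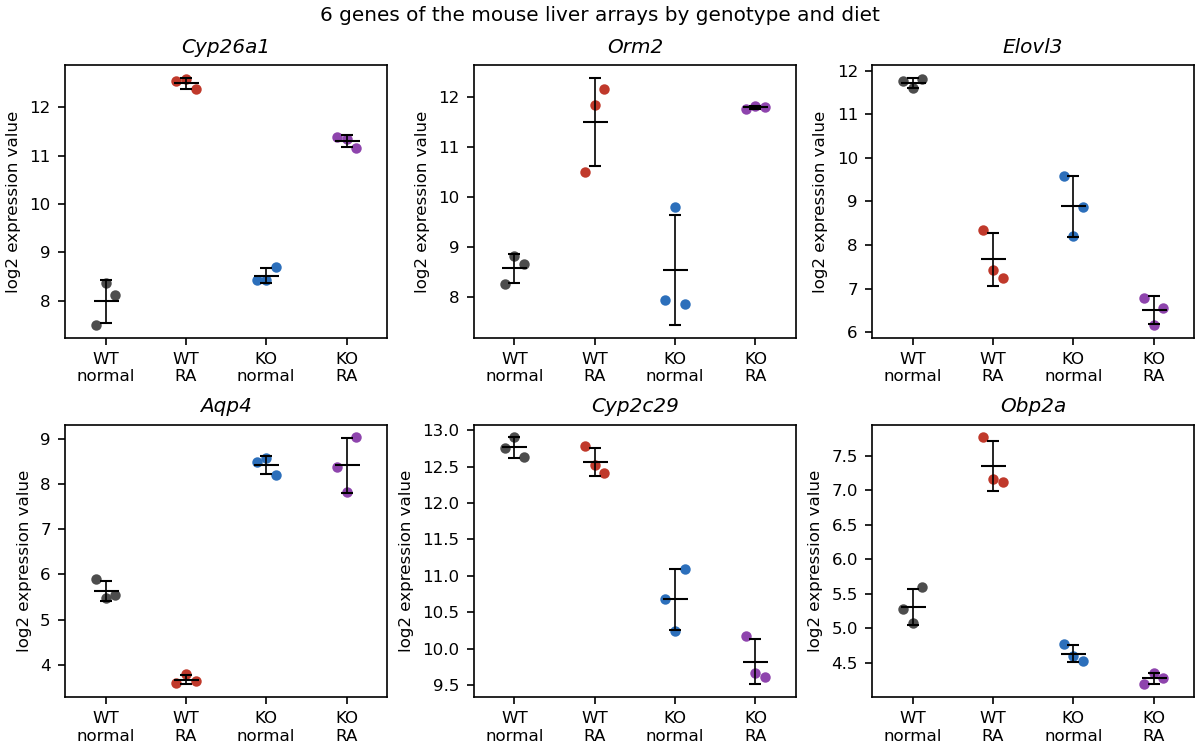
Log2 expression of Cyp26a1, Orm2, Elovl3, Aqp4, Cyp2c29 and Obp2a per array, with the mean and SD of each group of 3. Cyp26a1 was higher in WT_RA than in WT by 4.51, and Elovl3 was lower by 4.05.

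RXRα deficiency on the normal diet addressed which genes depend on hepatocyte RXRα without added RA. Cyp2c29, a cytochrome P450 that makes epoxides of arachidonic acid, fell by 2.09 ± 0.20 (SE, n = 3, adjusted p = 0.000855). The peroxisomal thiolase gene Acaa1b fell by 2.56 ± 0.34, and Decr2, a peroxisomal reductase gene of unsaturated fatty acid oxidation, fell by 2.30. Igfbp2, a binding protein of insulin-like growth factors, fell by 3.14 ± 0.29 (adjusted p = 0.000855), and Elovl3 fell by 2.83 ± 0.33. Aqp4 rose by 2.78 ± 0.24 (adjusted p = 0.000855), the carboxylesterase gene Ces2a by 3.16 ± 0.40 (adjusted p = 0.00336) and the desaturase gene Scd2 by 3.27 ± 0.45 (adjusted p = 0.00429). Scd2 read 4.86 in WT, just below the lower quartile of each array (4.87 to 5.02), so the size of its rise is uncertain.

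Of the lipid genes, 3 rose and 29 fell in KO mice on the normal diet (32 in all, and 34 without WT_RA 3 and KO 1), and 63 passed when adjusted over the list alone. Mitochondrial fatty acid oxidation was lower (median -0.204, camera adjusted p = 2.18e-05, adjusted p = 0.312 with an estimated correlation), and 3 of its 21 genes fell, among them Aldh3a2 (-1.51) and the acylcarnitine carrier gene Slc25a20 (-0.64). Both calls were absent without WT 1, WT 2, KO 2 or KO 3, and that of Slc25a20 also without WT 3 or KO_RA 3, with adjusted p up to 0.101 for Aldh3a2 and 0.115 for Slc25a20. Peroxisomal oxidation was lower (median -0.155, camera adjusted p = 6.28e-05, adjusted p = 0.312 with an estimated correlation), with 2 of 19 genes past the threshold, Acaa1b and Decr2, and a median of -0.242 without KO 3. Among arachidonate epoxygenases and hydrolases 4 of 17 fell, including Cyp2c29 and Cyp2c37 (-1.98) (list median -0.297, camera adjusted p = 5.86e-05, adjusted p = 0.312 with an estimated correlation). In KO, Cyp2c37 read below the lower quartile of each array and near the floor, so the size of its fall is uncertain. Synthesis of polyunsaturated fatty acids, synthesis of triglycerides and breakdown of triglycerides were also lower, with medians of -0.174, -0.221 and -0.103 and camera adjusted p of 0.000387, 0.01 and 0.000577 (adjusted p = 0.312 with an estimated correlation in each). The median of polyunsaturated synthesis was -0.317 without WT 3, -0.085 without KO 2 and -0.403 without KO 3, and that of triglyceride breakdown -0.054 without KO 1, -0.04 without KO 2 and -0.188 without KO 3.

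Interferon response genes were higher in KO mice on the normal diet (median 0.849, camera adjusted p = 1.58e-08, adjusted p = 0.312 with an estimated correlation). Of 25 measured, 3 rose, among them the interferon-induced protease gene Usp18 (2.10 ± 0.33, adjusted p = 0.0113), and 10 passed adjusted over the list alone. The Usp18 call was absent without WT 1 or WT 2, with adjusted p up to 0.0568. Kupffer cell and macrophage markers were higher with them (median 1.208, camera adjusted p = 1.58e-08, adjusted p = 0.312 with an estimated correlation). In limma 0 of these 15 markers passed over all genes, 13 did adjusted over the list alone, and 15 had a positive change. Over the 10 markers at or above the median signal of all probe sets, the median level above WT was 0.31 on KO 1, 2.37 on KO 2 and 1.22 on KO 3. Without KO 2 the list's median was 0.623 (adjusted p = 5.59e-06) and that of the interferon genes 0.316 (adjusted p = 0.000352). Endothelial markers (median 0.272), T or NK cell markers (0.195) and cell cycle genes (0.244) were higher by camera too, at adjusted p of 0.000459, 0.00345 and 0.000173 (adjusted p = 0.312 with an estimated correlation in each). The cell cycle median was 0.112 without KO 2. Periportal hepatocyte markers were lower (median -0.229, camera adjusted p = 0.00942, adjusted p = 0.312 with an estimated correlation). Hepatocyte markers were called as lower (median -0.099, camera adjusted p = 0.0496, adjusted p = 0.413 with an estimated correlation), but not without WT 1, WT 2, WT_RA 1, KO 1 or KO 2 (adjusted p up to 0.158), and the median was -0.064 without WT 1. Neutrophil markers were called as higher (median 0.166, camera adjusted p = 0.0476, adjusted p = 0.534 with an estimated correlation), but not without WT 1, WT 2, KO 1 or KO 2 (adjusted p up to 0.233), and the median was 0.286 without WT 3.

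**Figure D3:**
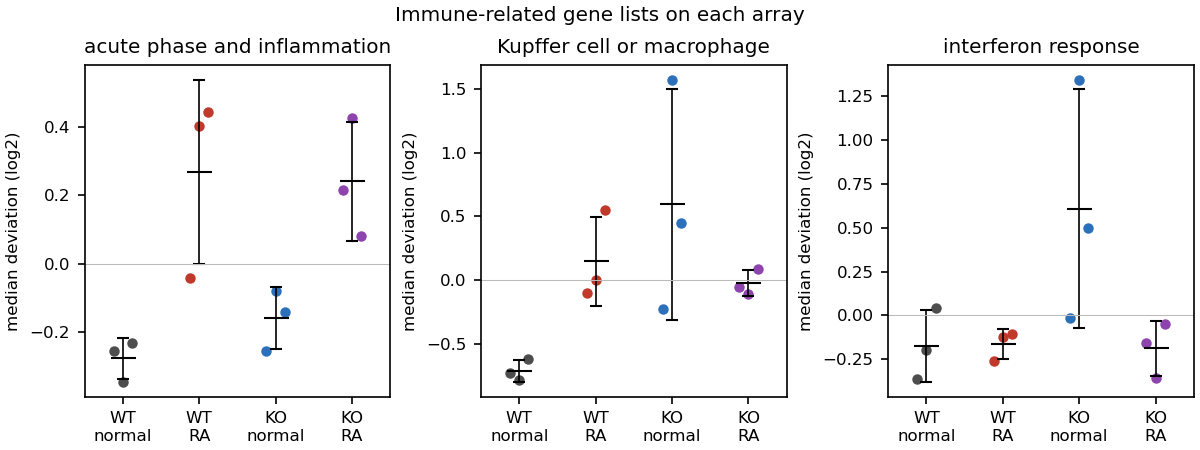
Per-array levels of acute phase genes, Kupffer cell markers and interferon response genes as the median deviation in log2 units of a list's genes from their mean over the 12 arrays, with the mean and SD of each group. For Kupffer markers the KO arrays lay at -0.23, 1.57 and 0.45.

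Limma called 163 genes for RXRα deficiency on the normal diet, 60 higher and 103 lower, and 2017 had an unadjusted p under 0.05. Groups did not overlap in 20.1% of all genes, against 10% by chance. Camera called 19 lists, 7 higher and 12 lower, of which 0 were called with an estimated correlation (5 at an unadjusted p under 0.05) and 4 by fry. Leaving out WT_RA 3 and KO 1 gave 266 genes, 165 higher and 101 lower, so that the larger direction turned, with 122 genes shared. The list calls were then 17, 10 higher and 7 lower, so that their larger direction turned too, with 14 called in both fits. Single arrays moved the count to 71 without WT 1, 51 without WT 2, 102 without WT 3, 66 without KO 2 and 86 without KO 3.

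RA in KO mice addressed which responses to RA occur without hepatocyte RXRα. Cyp26a1 rose by 2.78 ± 0.18 (SE, n = 3, adjusted p = 3.35e-05), and Orm3, an acute phase glycoprotein gene, rose by 2.19 ± 0.27 (adjusted p = 0.0074). Orm2 rose by 3.27 ± 0.49 (adjusted p = 0.0184). The extracellular nuclease gene Dnase1l3 fell by 1.63 ± 0.15, and Elovl3 fell by 2.39 ± 0.33 (adjusted p = 0.0156). Without KO 3 these 3 calls were absent, at adjusted p of 0.0551 for Orm3, 0.0633 for Orm2 and 0.0633 for Elovl3. Without KO_RA 2 those of Orm2 (0.0723) and Elovl3 (0.0636) were absent, and without KO_RA 1 that of Orm2 (0.0518).

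Of 31 acute phase genes, 5 rose in KO mice under RA (median 0.366, camera adjusted p = 2.39e-11, adjusted p = 0.326 with an estimated correlation), and adjusted over the list alone 16 rose and 2 fell. Cholesterol biosynthesis was higher, with 19 of 19 genes positive (median 0.456, camera adjusted p = 3.75e-07, adjusted p = 0.497 with an estimated correlation), although limma called 0 of them over all genes and 1 adjusted over the list alone. Its median was 0.264 without KO 1 (camera adjusted p = 0.00171), an array that stood apart, and 0.767 without KO_RA 2. Genes of the unfolded protein and stress response were higher (median 0.368, camera adjusted p = 3.16e-06, adjusted p = 0.326 with an estimated correlation), as were hepatocyte markers (median 0.135, and 0.033 without KO_RA 2, camera adjusted p = 0.00741, adjusted p = 0.326 with an estimated correlation). Interferon genes were lower (median -0.641, camera adjusted p = 1.26e-09, adjusted p = 0.332 with an estimated correlation), with 0 called and 11 lower adjusted over the list alone. Their median was -0.277 without KO 2 (camera adjusted p = 6.26e-05) and -1.053 without KO 1. Kupffer markers were lower with them (median -0.53, camera adjusted p = 0.00657, adjusted p = 0.719 with an estimated correlation), but not without KO 2 (median -0.063, adjusted p = 0.672), and the median was -1.014 without KO 1. Endothelial markers were also lower (median -0.156, camera adjusted p = 0.00912, adjusted p = 0.332 with an estimated correlation), but not without KO 2 (adjusted p = 0.0902), and the median was -0.261 without KO 1. Of the lipid genes 2 rose and 3 fell (5 in all, and 7 without WT_RA 3 and KO 1), and 34 passed adjusted over the list alone.

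Limma called 62 genes for RA in KO mice, 34 higher and 28 lower, and 1740 had an unadjusted p under 0.05. Groups did not overlap in 20.9% of all genes, against 10% by chance, and camera called 17 lists, 0 with an estimated correlation (5 at an unadjusted p under 0.05) and 2 by fry. Of the 62 genes, 20 were among the 158 of wild type mice, 16 higher and 4 lower in both, where independent lists would share 0.296 and 0.113. With WT_RA 3 and KO 1 left out, the call was 110 genes, 38 higher and 72 lower, with 40 shared, and 18 lists. The count was 41 without WT 2, 40 without WT_RA 2, 30 without KO 2, 6 without KO 3, 25 without KO_RA 1 and 16 without KO_RA 2.

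The difference between the RA effects of the genotypes addressed whether the response to RA depends on RXRα. Obp2a, which encodes an odorant-binding lipocalin, had an RA effect lower by 2.39 ± 0.24 log2 units in KO than in wild type mice (SE, n = 3, adjusted p = 0.00503). Obp2a read 4.63 in KO and 4.28 in KO_RA, below the lower quartile of each array (4.87 to 5.02), so its response in KO mice is read near the floor and the size of the difference is uncertain. For Cyp26a1 the difference was -1.73 and did not pass (adjusted p = 0.0566). In limma 1 gene passed, Obp2a, and 1446 had an unadjusted p under 0.05. Camera called 9 lists, 0 with an estimated correlation (2 at an unadjusted p under 0.05) and 0 by fry, and the RA effect on Kupffer markers was lower in KO mice (median -1.377, camera adjusted p = 1.69e-07, adjusted p = 0.51 with an estimated correlation). That Kupffer difference uses the same WT arrays as the Kupffer rises under RA and under deficiency, so it is not independent of them. On leaving out WT_RA 3 and KO 1, 12 genes and 10 lists passed, with 5 lists called in both fits. The count was 2 without WT 1, 6 without WT 2, 7 without WT_RA 1, 2 without WT_RA 3, 14 without KO 1, 3 without KO_RA 2 and 5 without KO_RA 3.

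RXRα deficiency under RA addressed how KO and wild type livers differ when both receive RA. Obp2a fell by 3.08 ± 0.17, to a level near the floor (SE, n = 3, adjusted p = 3.03e-06), Cyp2c29 by 2.75 ± 0.20 (adjusted p = 5.41e-05) and Acaa1b by 3.28 ± 0.34 (adjusted p = 0.00045). Cyp26a1 fell by 1.20 relative to RA-fed wild type mice. Aqp4 rose by 4.73 ± 0.24 (adjusted p = 2.01e-06) and Scd2 by 2.54. Aqp4 read 3.67 in WT_RA, below the lower quartile of each array (4.87 to 5.02), so the size of its rise is uncertain. The pantetheinase gene Vnn1, a target of the fatty acid receptor PPARα, fell by 2.72, and Dio1, which encodes a deiodinase of thyroid hormone, fell by 4.24 ± 0.75 (adjusted p = 0.0105). Dio1 read 4.38 in KO_RA, also below these quartiles, so the size of its fall is uncertain.

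Of the lipid genes, 10 rose and 45 fell in RA-fed KO mice (55 in all, and 56 without WT_RA 3 and KO 1), and 81 passed adjusted over the list alone. In mitochondrial fatty acid oxidation 7 of 21 fell, including Slc25a20 (-0.90), Eci1 (-0.78) and Aldh3a2 (-1.77) (list median -0.337, camera adjusted p = 5.65e-07, adjusted p = 0.745 with an estimated correlation). Of the arachidonate epoxygenases and hydrolases 6 of 17 fell, including Cyp2c29, Cyp2c37 (-2.05) and Cyp2c50 (-2.02) (median -0.402, camera adjusted p = 5.65e-07, adjusted p = 0.195 with an estimated correlation). Cyp2c37 read 4.53 in KO_RA, below the lower quartile of each array (4.87 to 5.02), so the size of its fall is uncertain. The Cyp2c50 call was absent without KO_RA 1 (adjusted p = 0.0546) or KO_RA 2 (0.0502). Cyp2j5, in that list, was lower by its brightest probe set (-0.40), while its other probe set was higher by 0.51. Among peroxisomal oxidation genes 5 of 19 fell (median -0.263, camera adjusted p = 0.000587, 0.0544 without WT_RA 1, adjusted p = 0.968 with an estimated correlation), and among PPARα targets 4 of 23 (median -0.337, camera adjusted p = 0.00118, 0.113 without WT_RA 1, adjusted p = 0.745 with an estimated correlation). The peroxisomal median was -0.151 without WT_RA 1 and -0.455 without WT_RA 3, and that of the PPARα targets -0.151 and -0.509. Cholesterol biosynthesis was higher, with 19 of 19 genes positive and 0 past the threshold in limma (median 0.385, camera adjusted p = 0.00118, 0.0519 without KO_RA 3, adjusted p = 0.97 with an estimated correlation), and its median was 0.695 without KO_RA 2. Hsd17b11, a lipid droplet protein gene, was lower by its brightest probe set (-0.49), while its other probe set was higher by 2.34. None of the 14 cell type lists was called by camera in this comparison.

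Limma called 490 genes for RXRα deficiency under RA, 115 higher and 375 lower, and 2208 had an unadjusted p under 0.05. Groups did not overlap in 25.6% of all genes, against 10% by chance, and camera called 6 lists, 0 with an estimated correlation (2 at an unadjusted p under 0.05) and 3 by fry. Between the diets 84 genes were called in both comparisons of KO with wild type mice, 22 higher and 61 lower in both, where independent lists would share 0.557 and 3.12, and 1 gene, Rpgrip1, was called in opposite directions (-2.45 on the normal diet and 2.12 under RA). Both Rpgrip1 calls were absent without any of WT 2, WT 3, KO_RA 1, KO_RA 2 or KO_RA 3, and 1 of them without WT 1, KO 2, KO 3, WT_RA 2 or WT_RA 3, with adjusted p up to 0.149. Without WT_RA 3 and KO 1 the call was 312 genes, with 268 shared, and 10 lists. Single arrays moved the count to 284 without WT_RA 1, 324 without WT_RA 2, 216 without WT_RA 3, 170 without KO_RA 1 and 222 without KO_RA 3.

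**Figure D4:**
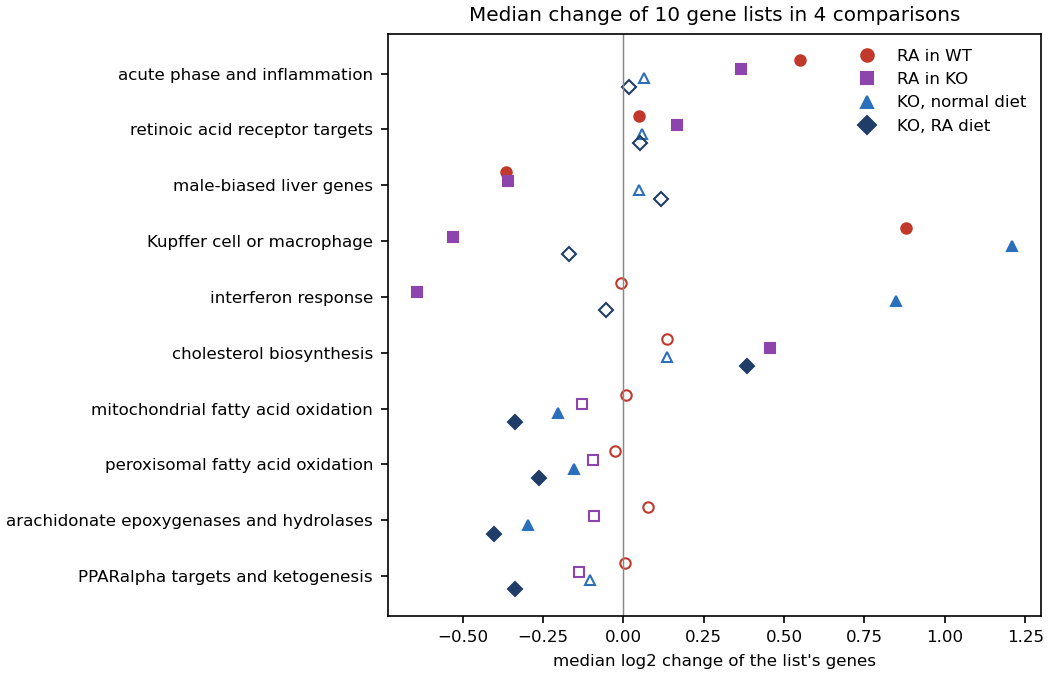
Median log2 change of 10 gene lists in 4 comparisons, with filled points where the camera adjusted p was under 0.05 at the preset correlation. Mitochondrial fatty acid oxidation had medians of -0.204 and -0.337 in the comparisons of KO with wild type mice on the normal diet and under RA.

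The study described opposite effects of RA and RXRα deficiency on lipid genes, and the direction of the effects was compared here. Of the 41 lipid genes called under RA in wild type mice or under RXRα deficiency on the normal diet, 18 had effects of opposite sign. The 3 called in both, Elovl3, Apoa4 and the malic enzyme gene Me1, went the same way. The Apoa4 call under RA was absent without WT 2, WT 3 or any 1 of the WT_RA arrays, with adjusted p up to 0.103. For Me1 the call under RA was absent in 10 of 12 fits that left out 1 array and the call under deficiency in 7, with adjusted p up to 0.174 and 0.133. Across the 343 lipid genes the effects correlated at r = 0.335 and 37.3% had opposite signs, against 33.0% in simulated unchanged groups that shared the WT arrays and a simulated r of 0.477 (SD 0.358). The covariance was 0.112 against a simulated 0.032 (SD 0.0325), a difference of 0.0797. Genes are not independent replicates, and part of the relation may come from the shared arrays. With the WT arrays split after the result was seen, 1 for one effect and the others for the other, the mean over 6 assignments was r = 0.234 (0.188 to 0.306), a covariance of 0.0850 and 44.6% of opposite signs, where 1 effect rests on a single WT array. Over all genes the called lists of these comparisons shared 16 genes, 12 in the same direction and 4 in opposite directions, where independent lists would share 2.08 and the opposite part would be 1.14. Those values leave out the shared WT arrays, which favour the same direction without any effect (33.1% opposite signs over all genes in the simulated unchanged groups), so the excess in the same direction is not evidence of a shared effect. Without WT_RA 3 and KO 1, r was 0.235 and 42.6% of lipid genes had opposite signs.

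On the first principal component of the lipid genes, which held 28.1% of the variance, genotypes separated: mean scores were -9.13 in WT, -8.64 in WT_RA, 7.54 in KO and 10.2 in KO_RA (permutation p = 0.00472, adjusted p = 0.00933). On the second, with 18.3%, diets separated, with -6.93 in WT, 7.66 in WT_RA, -6.97 in KO and 6.24 in KO_RA (permutation p = 0.00622, adjusted p = 0.00933). In the exact two-sided permutation test RA gave p = 0.1 in each genotype on this component, the smallest that 3 against 3 arrays allow. The third, with 14.7%, did not separate the groups (permutation p = 0.143). On the second component 90 of 343 genes correlated with the scores beyond 0.5, of which 46 had RA and RXRα effects of opposite sign and 44 of the same sign. Without WT_RA 3 and KO 1 it did not pass (permutation p = 0.0506), so that 1 component separated the groups.

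**Figure D5:**
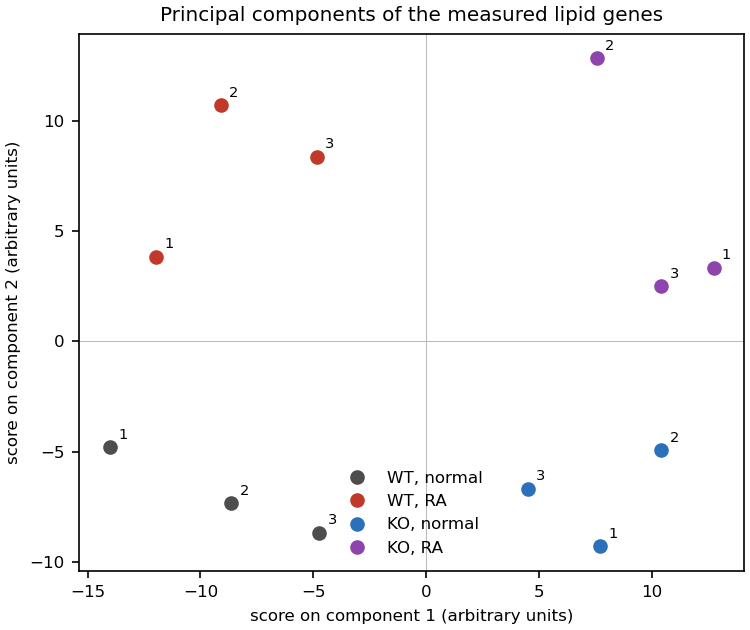
Scores of the 12 arrays on the first and second principal components of 343 lipid genes, which hold 28.1% and 18.3% of the variance. Genotypes part along the first and diets along the second.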

Values the study reported

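The study assembled 579 lipid genes from pathway annotation and examined their principal components. It described 114 genes with loadings beyond 0.5 on the second component, of which 55 were induced by RA and lower with RXRα deficiency and 59 showed the reverse. After correction at 0.05, it reported 30 of the lipid genes as significant after RA and 36 after the knockout.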

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

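The tests of swapped labels, of a single KO array and of other splits of the arrays were set out before their results were seen. The tests of less mRNA, weak hybridization, degraded RNA, a shared batch, the 2 arrays that stand apart, the hepatocyte share and neutrophil RNA were chosen after the result was seen, as was the fit without these 2 arrays. The rules that decide 3 of these tests were also changed after their values were seen. A margin of the SD between KO 1 and KO 3 was added for the single KO array, and the need for most granule genes to reach the median signal was added for neutrophil RNA. By the bounds first written both would have been argued against, and both are left open here. For swapped labels the deciding value became the position of WT_RA 3 in place of the lower of both positions, and the verdict was the same by either.

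Some results were singled out because the RA effect differed between genotypes. For Obp2a the RA effect was lower in KO than in wild type mice by -2.39 (log2), with its level in KO mice near the floor of the arrays. The median RA effect in KO mice minus that in wild type mice was -1.377 for Kupffer cell markers, -0.824 for interferon response genes, -0.326 for cell cycle genes and -0.183 for endothelial markers. It was 0.334 for unfolded protein and stress response genes, 0.301 for cholesterol biosynthesis, 0.215 for triglyceride synthesis, 0.196 for periportal markers and 0.177 for hepatocyte markers. None of these lists was called with an estimated correlation (lowest adjusted p = 0.51). Without KO 2 the Kupffer median was -0.945 (camera adjusted p = 1.89e-06) and the interferon median -0.502 (0.00165). The Kupffer difference shares the low WT arrays with the Kupffer rises under RA and under deficiency. The cholesterol call was absent without WT 2, WT 3, WT_RA 3, KO 1 or KO_RA 3, and that of triglyceride synthesis without WT 2, WT 3, WT_RA 3, KO 1, KO_RA 2 or KO_RA 3, with camera adjusted p up to 0.338 and 0.118. The stress response call was absent without WT 1, WT_RA 1, KO 1 or KO_RA 2 and the periportal call without WT_RA 1, KO 1 or KO_RA 2, with adjusted p up to 0.156 and 0.0932. The cholesterol median was 0.578 without WT 1 (camera adjusted p = 4.13e-06), 0.495 without KO_RA 2, 0.176 without WT 2, 0.085 without WT 3, 0.127 without KO 1, 0.146 without KO_RA 3 and -0.011 without WT_RA 3 and KO 1. The stress response median was 0.136 without WT 1, 0.155 without KO 1 and 0.202 without KO_RA 2, that of triglyceride synthesis 0.099 without WT_RA 3 and 0.121 without KO_RA 2, and the periportal median 0.107 without KO_RA 2. The hepatocyte median was 0.079 without WT 1, 0.096 without KO 1 and 0.11 without KO_RA 2, and the endothelial median was -0.331 without KO 1. Of 100 drawn splits, 8 gave at least the 1 gene of the real split (highest other 4) and 52 gave at least its 9 lists (highest other 21), so chance could not be excluded for either count. The drawn splits mix genotypes and diets, so effects of the groups themselves can enter their counts.

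Splits of 3 against 3 arrays make 10, so a share under 0.1 cannot be had. For RA in wild type mice 1 split, the real one, gave as many as 158 genes (highest other 1), and 2 gave as many as 13 lists (highest other 17). For RXRα deficiency on the normal diet the real split gave 163 genes (highest other 0) and 19 lists (highest other 14), reached by 1 split each. For RA in KO mice it gave 62 genes (highest other 1) and 17 lists (highest other 13), again by 1 split each. For RXRα deficiency under RA it gave 490 genes (highest other 0, 1 split) and 6 lists (highest other 22), and 5 splits gave as many lists.

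Signals also appeared in the 2246 probe sets outside the gene table, controls left out, which have several symbols or no symbol. Limma called 19 of them for RA in wild type mice, 10 for RXRα deficiency on the normal diet, 6 for RA in KO mice, 50 for RXRα deficiency under RA and 1 for the difference between genotypes. The one with the largest RA effect rose by 4.77 under RA in wild type mice and had an RA effect lower by -3.31 in KO mice.

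WT_RA 3 and KO 1 shared probe sets that read lower than on the other arrays of their groups, with a median of -1.52 over 162 single-gene probe sets. Less mRNA of these genes is argued against, since the other 250 probe sets of the same genes deviated by a median of -0.141, and weak hybridization of the whole array is argued against by hybridization controls 0.251 above the lowest of the other arrays. Swapped labels of the pair are argued against by the median position of WT_RA 3, 0.995 on a scale from WT at 0 to WT_RA at 1 (quartiles 0.714 and 1.23), where KO 1 lay at 0.096, although KO 1 lay at 0.577 between WT and KO (quartiles 0.231 and 0.937). Degraded RNA and a shared hybridization batch cannot be told apart: the 3' to 5' gap of Gapdh was 0.168 above the highest of the other arrays while that of Actb was smaller, and the deviations of the pair correlated at 0.477 (next highest pair 0.387), with no scan batch given in the sources used here.

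Kupffer cell and interferon response lists were higher in KO mice on the normal diet. The 2 arrays that stand apart are argued against as the cause, since without them the median of the Kupffer list was 1.647. A lower hepatocyte share is argued against only with KO 2 included: Kupffer markers were higher by 1.02 more than endothelial and stellate markers, with an SD of 0.732 between arrays, but by 0.496 without KO 2, and hepatocyte markers were called as lower (median -0.099, camera adjusted p = 0.0496, adjusted p = 0.413 with an estimated correlation). A single KO array as the cause cannot be told apart from a difference of the genotype: without KO 2 the Kupffer median was 0.623 and its call at the preset correlation held (camera adjusted p = 5.59e-06, while with all arrays and an estimated correlation it was 0.312), against a bound of 0.604 set in advance and, as the margin added later, an SD of 0.475 between KO 1 and KO 3. More resident or infiltrating macrophages in KO livers may contribute and remain untested. The Kupffer list was lowest on the WT arrays, which the Kupffer rise under RA in wild type mice also uses, so these rises are not independent.

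The acute phase list was higher under RA in wild type mice, and the Kupffer and neutrophil lists were called with it (camera adjusted p = 0.0365 for neutrophil markers, 0.314 without WT_RA 3 and KO 1), while with an estimated correlation the adjusted p were 0.146, 0.593 and 0.665. The 2 arrays that stand apart are argued against as the cause, since the list's median without them was 0.494. RNA of infiltrating neutrophils cannot be told apart: 7 of the 8 acute phase genes that rose are not on the neutrophil list, but S100a8 was 2.25 ± 0.58 higher (SE, limma adjusted p = 0.0985), S100a9 was 1.53 higher (0.14) and Prtn3, a protease gene of neutrophil granules, rose by 3.76, while Elane (0.04), Mpo (-0.08), Ngp (0.05), Camp (-0.09) and Ltf (0.05) lay near 0. Of these 5 genes 2 reached the median signal of all probe sets, so the others could hide a small share. An effect of RA on hepatocyte acute phase genes stays among the open explanations, untested here.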

How the results depend on the processing

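The fit without WT_RA 3 and KO 1 and the split of the WT arrays were chosen after seeing the data, while the other alternatives were planned. Of 342 gene results under the alternatives, 6893 of 7791 values kept direction and side of the threshold, 863 lost the call, 33 gained one and 2 reversed. Of 240 list results, 4407 of 4765 values kept both, 256 lost the call and 102 gained one. Gene results were judged by the adjusted p alone, so the fold threshold could change none of the 342. Of 211 gene calls that could be named, 81 held by that measure under every alternative run. They include calls under 1.5-fold, such as Amacr for RXRα deficiency under RA (1.42-fold). Of 64 list calls, 0 held under every alternative and 29 held under every one but the estimated correlation and fry. The correlation over lipid genes ranged from 0.234 (without WT_RA 3) to 0.381 (without WT_RA 1), it was 0.234 with the WT arrays split between the effects, and the block, centring and the KO_RA arrays cannot move it. With the mean of all probe sets of a gene, RXRα deficiency under RA gave 0.93 for Hsd17b11 (main -0.49) and 0.0519 for Cyp2j5 (main -0.40), since their probe sets disagree.

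Genes called are given in the order RA in wild type mice, deficiency on the normal diet, RA in KO mice, deficiency under RA, and the difference between genotypes (main counts 158, 163, 62, 490 and 1). Array quality weights, which ranged from 0.320 to 7.12 between arrays, gave 1070, 1734, 303, 1064 and 247, but with 12 arrays and 4 coefficients such weights are poorly estimated. Fits on the groups compared only gave 103, 70 and 21 for the first 3, by construction with fewer samples. Without WT_RA 3 and KO 1 the counts were 95, 266, 110, 312 and 12, the list calls for deficiency under RA 10 (main 6) and the separating components 1 (main 2). A further quantile normalization gave 107 for RA in KO mice, 51 higher and 56 lower in place of 34 and 28, so that the larger direction turned. For deficiency under RA it gave 157 higher and 288 lower in place of 115 and 375. For deficiency under RA, 309 genes were at least 1.5-fold. The difference between genotypes gave 5 genes with centred arrays, 0 with the genes above the median (limma, 7129 genes, of which 996 had an unadjusted p under 0.05), a filter that removed Obp2a before the test, 6 with the mean of probe sets and 5 with every probe set. List calls for RA in wild type mice were 8 with the mean of probe sets (main 13). With an estimated correlation list calls were 0, 0, 0, 0 and 0 in the 5 comparisons, with 4, 5, 5, 2 and 2 at an unadjusted p under 0.05, and with fry 3, 4, 2, 3 and 0. Except for the filter, the probe sets, the groups compared and the arrays left out, the cause was not tested.

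Leaving out 1 array at a time gave 47 (without WT 3) to 212 (without KO 1) genes for RA in wild type mice, 51 (without WT 2) to 217 (without KO 1) for deficiency on the normal diet, 6 (without KO 3) to 77 (without WT_RA 3) for RA in KO mice, 170 (without KO_RA 1) to 599 (without WT 1) for deficiency under RA and 1 to 14 (without KO 1) for the difference between genotypes. List calls ranged from 7 to 13, 16 to 23, 11 to 20, 3 to 8 and 5 to 12, and 2 components separated the groups each time. Without KO 1 the share of higher genes for deficiency on the normal diet was 65.0%, against 36.8% with all arrays.

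The replicate numbers did not pair the samples: deviations of the 18 same-numbered pairs correlated at -0.458 to 0.266, 5 pairs above 0.1, and 1 array was closest to its own number. With the replicate number as a block the counts were 113, 98, 60, 393 and 2 genes, and list calls 12, 16, 17, 6 and 8; the cause was not tested. A pseudocount of 64 did not apply, because the values are already on the log2 scale. Signal over background limits dim genes, which were not filtered.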

Other observations

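The tests of lists, genes and components below were planned, while the comparisons with the study and the fit without WT_RA 3 and KO 1 were chosen after the result was seen.

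Other gene groups moved by camera too. Under RA in wild type mice circadian clock genes were higher (median 0.124, camera adjusted p = 0.0312, adjusted p = 0.593 with an estimated correlation), and of 20 measured 3 rose and 1 fell, among them the repressor gene Nfil3 (1.47). That list call was absent without WT 1, WT 3, WT_RA 1 or WT_RA 2, with adjusted p up to 0.14, and its median was 0.205 without WT 2 and 0.244 without WT_RA 3. Female-biased liver genes were higher (median 0.203, camera adjusted p = 0.0183, 0.154 without WT 1, adjusted p = 0.197 with an estimated correlation). Of 21 measured, 1 passed the threshold, Prom1 (1.35). Prom1 read 4.80 in WT, below the lower quartile of each array, so the size of its rise is uncertain. In KO mice RA left male-biased liver genes lower (median -0.359, camera adjusted p = 6.12e-07, adjusted p = 0.326 with an estimated correlation), and 2 of 21 fell. Retinoic acid receptor targets were higher there (median 0.166, camera adjusted p = 0.000614, adjusted p = 0.149 with an estimated correlation), with 1 of 17 past the threshold, Cyp26a1, and a median of 0.096 without KO 1, 0.1 without KO 3 and 0.103 without KO_RA 1. Bmp2, a growth factor gene, rose by 1.47 in KO mice under RA and Timp3, an inhibitor of matrix proteases, by 0.82.

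In RA-fed mice RXRα deficiency gave a log2 change of -1.79 for the drug-metabolizing P450 gene Cyp2b10, and the lipid uptake receptor gene Vldlr rose by 1.12. Bile acid synthesis was not called by camera under RA in wild type mice (median -0.087, adjusted p = 0.0662), but it was called as lower without WT 3 (median -0.162, adjusted p = 0.00902) or WT_RA 1 (adjusted p = 0.0324), and its median was -0.14 without WT 1. Dhrs3, a retinal reductase gene that RA induces in many cells, was 0.17 higher under RA in wild type mice and did not pass (limma adjusted p = 0.706).

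The study described cholesterol biosynthesis genes as lowered by RA on the strength of component loadings. Here 0 of 19 cholesterol biosynthesis genes fell under RA in wild type mice in limma (0 adjusted over the list alone), and 14 had a positive change. Without WT 1 alone the direction turned to the one the study describes, with 13 negative and a median of -0.097, although the list was not called (camera adjusted p = 0.61). On the second lipid component 46 genes had effects of opposite sign, 24 higher under RA and lower with RXRα deficiency and 22 the reverse. Each of these counts is lower than the value quoted from the study above, which used another gene list. The counts do not compare like with like, because the components differ. WT and KO coincided on the one here, at -6.93 and -6.97, so its loadings do not select genes by their change with deficiency. On the study's component RA and deficiency moved wild type mice in opposite ways. The study's methods also name another processing, MAS5, but which values its own analysis used is not settled here. For RXRα deficiency on the normal diet 63 of the 343 lipid genes passed adjusted over the list alone. That is higher than the value quoted from the study above, which was over another list. The matching count for RA in wild type mice was 27, slightly lower than the value quoted from the study above as a count, but higher as a share of its list (7.87%).

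The study described a second component on which RA and RXRα deficiency moved wild type mice in opposite ways, with no significant change by RA in KO mice. The second component found here is unlike it, since WT and KO coincided there, at -6.93 and -6.97. It moved under RA to 7.66 in wild type mice and 6.24 in KO mice, and without WT_RA 3 and KO 1 it did not pass (permutation p = 0.0506).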
